# TGFB1/CXCL5 axis regulation by LCN2 overexpression: a promising strategy to inhibit colorectal cancer metastasis and enhance prognosis

**DOI:** 10.3389/fimmu.2025.1548635

**Published:** 2025-04-17

**Authors:** Xiaotian Song, Shuai Xu, Dan Song, Juan Wang, Bin Bai, Yanxin An, Bin Yang, Shiqi Wang, Qingchuan Zhao, Pengfei Yu

**Keywords:** colorectal cancer, metastasis, LCN2, TGFB1, CXCL5

## Abstract

**Background:**

Distant metastasis remains a major reason for the high recurrence and mortality of colorectal cancer (CRC). However, the underlying molecular mechanisms driving metastasis in CRC remain poorly understood. In this study, we investigated the mechanisms underlying the inhibitory effects of lipocalin-2 (LCN2) on CRC metastasis.

**Methods:**

We assessed the expression and clinical significance of LCN2 in human CRC specimens and CRC cell lines using, immunohistochemistry, and western blot analyses. We evaluated the migratory and invasive capabilities of CRC cells influenced by LCN2 using *in vitro* transwell assays and *in vivo* lung metastatic models. RNA sequencing and proteome analysis were employed to identify potential downstream targets of LCN2. Rescue experiments were conducted to further elucidate the potential mechanisms of LCN2 and its downstream effectors in CRC.

**Results:**

LCN2 exhibited high expression levels in human CRC tissues and an inverse correlation with N classification, advanced AJCC stages, and shorter overall survival. LCN2 expression independently predicted a more favorable outcome for CRC patients. Upregulation of LCN2 effectively suppressed CRC cell metastasis both *in vitro* and *in vivo*. Mechanistically, Transforming growth factor beta 1 (TGFB1) and C-X-C motif chemokine ligand 5 (CXCL5) were identified as downstream effectors of LCN2, with LCN2 inhibiting CRC metastasis through repression of the TGFB1/CXCL5 axis. Furthermore, either TGF-βR1 inhibitor SB431542 or CXCR2 antagonist SB225002 treatment moderately decreased the migratory and invasive capabilities of DLD-1-LV-shLCN2 cells, whereas the combination treatment of the two agents dramatically decreased the migratory and invasive capabilities of DLD-1-LV-shLCN2 cells.

**Conclusions:**

This study underscores LCN2 as an independent protective factor and prognostic biomarker for CRC patients. Combined treatment with the SB431542 and the SB225002 significantly attenuated LCN2-related CRC metastasis. Targeting the LCN2/TGFB1/CXCL5 axis emerges as a promising therapeutic strategy for managing LCN2-related metastatic CRC.

## 1 Introduction

With the third highest incidence and the second highest mortality rates of all malignant tumors, colorectal cancer (CRC) is by far one of the most prevalent and most deadly (1). Globally, there were 2 million new cases and 0.9 million deaths associated with CRC in 2020, and this number is expected to rise to 3.2 million and 1.6 million by 2040 (2). For early-stage disease, surgical resection and chemotherapy are capable of curing more than 90% of CRC cases, however, once distant metastasis occurs, it is very challenging to achieve curative treatment (3). The process of metastasis involves a complex series of steps including that tumor cells escape from their primary site and establish colonies in distant tissues (4). Although significant advances have been made in biomarker-driven targeted therapies, the treatment of metastasis still lags far behind, especially for metastatic CRC (5). Thus, unveiling the molecular mechanisms underlying metastasis in CRC and identifying biomarkers are essential to develop novel targeted therapeutic approaches.

Relying on the China Gastrointestinal Proteomics Project, our research group provided hitherto undocumented evidence that pseudouridine synthase 7 (PUS7) facilitates metastasis of CRC cells by regulating LIM and SH3 protein 1 (LASP1) expression in a previous study (6). To further extend the regulatory network of PUS7 in metastatic CRC, we conducted studies on Lipocalin-2 (LCN2), whose expression was the most significantly negatively modulated by PUS7.

Lipocalin-2, also known as siderocalin, oncogene 24p3 or neutrophil gelatinase-associated lipocalin (NGAL), is a 25KDa secreted glycoprotein, acting as a carrier that primarily transports lipophilic molecules (7). LCN2 was initially characterized as a bacteriostatic factor and exerts biological function by inhibiting the siderophore-mediated iron acquiring of bacteria, thus suppressing bacterial growth (8).

An increasing body of evidence suggests that LCN2 is intricately involved in multiple physiological and pathophysiological functions, including neurodegenerative diseases (9–11), inflammatory bowel disease (12), kidney diseases (13, 14), and multiple cancers (15, 16). Most studies revealed that LCN2 is responsible for facilitating tumor progression and metastasis (15, 16). For instance, in inflammatory breast cancer, augmented levels of LCN2 reportedly promote tumor aggressiveness by regulating cell cycle-associated proteins and are correlated with a poor prognosis (15). In gastric cancer, low levels of LCN2 suppress cell proliferation, migration, invasion and cell cycle by targeting SLPI (16). Interestingly, some studies demonstrated that LCN2 contributes to inhibiting tumor development (17, 18). For instance, in oral squamous cell carcinoma, downregulation of LCN2 leads to increased survival, proliferation, migration, and chemoresistance via the LKB1-AMPK-p53-Redd1-mTOR axis (17). The discrepancies among these studies demonstrate that LCN2 represents an important driver of tumor malignant progression, but there are still some limitations. Thus, further research is warranted to elucidate the critical molecular mechanisms of LCN2.

Transforming growth factor beta 1 (TGFB1) belongs to the TGF-β subfamily and the TGF-β signaling pathway, which regulates cell fate and plays pleiotropic roles in tumor malignant progression by regulating cell proliferation, apoptosis, migration, and tumor microenvironment (TME) (19, 20). TGF-β executes its functions through two signaling mechanisms: canonical TGF-β/Smad pathway and non-canonical non-Smad pathways (including p38, phosphoinositide 3-kinase (PI3K) and mitogen-activated protein kinases (MAPKs) signaling cascades) (21). In the Smad-dependent pathway, TGFB1 triggers signaling via binding to heterotetrameric receptor complexes, composed of dimers of TGF-β type I receptors (TGFBR1) and type II receptors (TGFBR2), and subsequently phosphorylate and activate Smad2/3, which form transcriptional complexes with Smad4 and then translocate to the nucleus, regulating multiple downstream target genes (22). Substantial studies have demonstrated that TGF-β signaling pathway has a dual role in cancer, switching between tumor-suppressive and tumor-promoting phenotypes (20, 23). However, the molecular mechanisms that underlie these inconsistencies have not yet been clearly elucidated. C-X-C motif chemokine ligand 5 (CXCL5) is an inflammatory mediator that exerts a potent chemotactic effect on neutrophils by binding to the G protein-coupled receptor CXCR2 (24, 25). Previous studies have shown that the CXCL5 expression is elevated in multiple types of cancer, including colorectal cancer, breast cancer, gastric cancer, bladder cancer, and hepatocellular carcinoma (24). In colorectal cancer, CXCL5 mediates epithelial-mesenchymal transition (EMT) by activating the ERK/Elk-1/Snail and AKT/GSK3β/β-catenin signaling pathway, which promotes tumor cell migration and invasion and liver metastases (26). Besides, in breast cancer, the CXCL5/CXCR2 axis promotes tumor cell proliferation and colonization in bone (27). Taken together, these findings suggest that CXCL5 may play a pivotal and complex role in tumor progression. Nevertheless, the mechanisms of its overexpression in malignant tumors have rarely been reported, requiring more intensive investigation. Herein, we found that LCN2 was upregulated in CRC tissues and positively correlated with patient prognosis. To our knowledge, this is the first study to report that LCN2 suppresses the metastatic ability of CRC cells by inhibiting the TGFB1/CXCL5 axis. Our study also demonstrated that combination treatment with TGFB1 inhibitor SB431542 and CXCL5 inhibitor SB225002 significantly suppressed LCN2-mediated CRC metastasis.

## 2 Materials and methods

### 2.1 Public datasets

The public datasets collected in this study are publicly available from Gene Expression Omnibus (GEO) database and Gene Expression Profiling Interactive Analysis (GEPIA, http://gepia.cancer-pku.cn/). GEO and GEPIA were employed to analyze the mRNA expression level of LCN2 in human CRC specimens compared with the non-malignant specimens.

### 2.2 Cell culture

All human CRC cells (SW480, SW620, DLD-1, HCT-8, HCT-116, and RKO) were restored in our laboratory, and each cell line was tested and authenticated by short tandem repeats (STRs) DNA profiling. The above cell lines were incubated in an incubator with 5% CO_2_ atmosphere at 37°C. DLD-1, HCT-8, HCT-116, and RKO cell lines were cultured in RPMI1640 medium (Gibco, USA), while SW480 and SW620 cell lines were cultured in DMEM medium (Gibco, USA). The medium was supplemented with 10% fetal bovine serum (FBS, Gibco, USA) and 100ug/ml penicillin-streptomycin (Gibco, USA).

### 2.3 Human CRC tissue specimens and tissue microarray

12 paired fresh CRC and healthy adjacent tissues were collected from patients who underwent surgery for CRC at the Xijing Hospital of Digestive Diseases, Xi’an, China. Written informed assent was obtained from all patients involved, and ethical approval for the use of human specimens was obtained from the Xijing Hospital’s Protection of Human Subjects Committee.

HColA180Su19, a commercial human CRC tissue microarray (TMA) containing tissue specimens from 94 CRC patients (including 86 paired CRC tissues and adjacent normal tissues and 8 unpaired CRC tissues) and the associated clinicopathological information was purchased from Outdo Biotech (Shanghai Outdo Biotech, China).

### 2.4 Protein extractions and western blot

Human CRC tissues and cells were lysed in radioimmunoprecipitation assay lysis buffer (Proandy, China) containing protease inhibitor (Beyotime, China) and phosphatase inhibitor (Beyotime, China) mixture on ice to extract total proteins. Protein concentration was detected by the BCA Protein Assay Kit (Thermo Fisher, USA). The proteins were separated by SDS-PAGE (Proandy, China) and then transferred to nitrocellulose (NC) membranes (Merck Millipore, Germany). Nonspecific binding sites on the NC membranes were blocked for 1h at room temperature using 5% skimmed milk in TBS-Tween 20 (TBST, Proandy, China). Afterward, the blots were incubated overnight at 4°C with the appropriate concentration of the specific primary antibody. The following day, the membranes were rinsed three times with TBST and then incubated with the corresponding horseradish peroxidase (HRP)-conjugated secondary antibodies (Zhongshan Golden Bridge Biotech, China) for 1h at room temperature. UltraSignal enhanced chemiluminescent (ECL) reagent kit (4A Biotech, China) was then used to visualize the protein bands in a Bio-Rad ChemiDoc XRS+ Imaging System. Protein quantification was performed by densitometric analysis by Image Lab software 4.0.1.

The primary antibodies were employed as follows: anti-LCN2 (1:4000, #ab125075, Abcam, USA), anti-TGFB1 (1:1000, #ab215715, Abcam, USA), anti-CXCL5 (1:5000, #ab126763, Abcam, USA), anti-GAPDH (1:20000, #10494-1-AP, Proteintech, China), anti-tubulin (1:10000, #11224-1-AP, Proteintech, China).

### 2.5 RNA extraction and reverse transcription-quantitative polymerase chain reaction

According to the manufacturer’s protocol, total RNA was extracted using the MiniBEST Universal RNA Extraction Kit (TaKaRa, #9767, Japan), and then reverse transcription was performed using the PrimeScript RT Master Mix (TaKaRa, #RR036A, Japan) to synthesize complementary DNA (cDNA). The target sequences were amplified with RT-qPCR using SYBR Premix Ex Taq II (TaKaRa, #RR820A, Japan) on the CFX96 Real-Time PCR detection system (Bio-Rad, CA, USA). Relative mRNA expression levels were normalized to the β-actin mRNA levels and were determined using the 2^-ΔΔCt^ method.

The primer sequences used in this study are listed in **Table 1**.

**Table 1:** Primer sequences used in this study.

Primer name	Primer sequences (5’-3’)
LCN2-F	CTGAGTGCACAGGTGCCG
LCN2-R	TTAGCAGACAAGGTGGGGCT
TGFB1-F	ACGTGGAGCTGTACCAGAAAT
TGFB1-R	TGAACCCGTTGATGTCCACT
CXCL5-F	ACAGACCACGCAAGGAGTTC
CXCL5-R	TCCTTGTTTCCACCGTCCAA
β-actin -F	CTCCATCCTGGCCTCGCTGT
β-actin -R	GCTGTCACCTTCACCGTTCC

### 2.6 Immunohistochemistry and evaluation

Immunohistochemistry was employed to assess the expression of LCN2 using a Tissue Microarray (TMA) slide (HColA180Su19, Shanghai Outdo Biotech, China). The following steps were undertaken: The TMA slide was placed in an incubator and heated to 65°C for 1 hour. The slide was dewaxed in xylene and subsequently rehydrated through a graded ethanol immersion process. Antigen retrieval was performed by immersing the slide in boiling citrate buffer (0.01 M, pH 6.0) for 2 minutes. To block endogenous peroxidase activity, the slide was treated with a 3% hydrogen peroxide (H_2_O_2_) solution for 10 minutes. The section was then blocked with 5% goat serum at room temperature for 30 minutes. Next, it was incubated overnight at 4°C in a moist chamber with the primary antibody against LCN2 (diluted at 1:250, #ab125075, Abcam, USA). On the following morning, the section was subjected to a 30-minute incubation at room temperature with the corresponding secondary antibodies conjugated with HRP (Zhongshan Golden Bridge Biotech, China). Immunostaining was visualized by incubating with diaminobenzidine (DAB, Zhongshan Golden Bridge Biotech, China). The section was counterstained with hematoxylin, followed by dehydration and cover-slipping. Digital images were captured using a light microscope (Olympus, Japan) equipped with a DP70 digital camera.

The IHC results of the TMA were independently scored for staining intensity by two pathologists, both of whom were blinded to patient and clinical information. Staining intensity was assessed using the following histological scoring standards: the percentage of positive cells was scored as follows: 0 (negative), 1 (1–25%), 2 (26–50%), 3 (51–75%), or 4 (76–100%). Immunostaining intensity was evaluated as: 0 (negative), 1 (weak), 2 (medium), or 3 (strong). The final scores, ranging from 0 to 12, were calculated by multiplying the intensity and extent scores. Scores between 0 and 3 were categorized as indicating low expression levels, while scores between 4 and 12 were categorized as indicating high expression levels.

### 2.7 Construction of lentivirus and stable cell lines

To overexpress *LCN2*, a fragment of cDNA was cloned into the GV358-Puro lentivirus vector, and the short hairpin RNA (shRNA) sequence was incorporated into the GV248-Puro lentivirus vector to silence *LCN2*. Corresponding negative controls (LV-NC and LV-shNC) were constructed at the same time. All lentiviral vectors were constructed and purchased by Shanghai Genechem (Genechem, China). 

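LCN2 (ENSG00000148346) encodes the secreted protein lipocalin 2 and lies on the forward strand of chromosome 9 of GRCh38, from 128149071 to 128153453. In the transcripts of GENCODE 29, 19 bases of the knockdown shRNA, GGGAATGCAATTCTCAGAG, matched the gene at positions 128150271 to 128150289. The matched site lies in exon 3 of the 7 exons of transcript ENST00000373017.5, within the coding sequence and outside the UTRs. The 20 bases of the transcript upstream of the site are GGTATGTGGTAGGCCTGGCA, and the 20 bases downstream are AAGACAAAGACCCGCAAAAG. The site was found in 3 transcripts, all of them of LCN2, and in no transcript of another gene of the basic annotation. The 2 bases written in lower case before the site are not part of the match. Bases 2 to 8 of the antisense strand, counted from 1 at its 5′ end, form the seed and pair with TCTCAGA at the end of the site.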

The *LCN2* knockdown shRNA sequences was: *LCN2* shRNA: cgGGGAATGCAATTCTCAGAG. Following the instructions of the Genechem Recombinant Lentivirus Operation Manual, Hitrans P (GeneChem, China) was applied for cell transfection, which was conducted at 60% confluence with a final lentivirus multiplicity of infection (MOI) of 30-50. 72 h after infection, CRC cells were screened for using 2-5 μg/mL puromycin (OriGene, USA). The transduction efficiency of the lentivirus was confirmed using the RT-qPCR and Western blot assays.

### 2.8 *In vitro* migration and invasion assays

The migratory and invasive capacities of transfected cells were measured in 24-well transwell chambers with an 8-μm pore polycarbonate membrane filter (Corning, USA). For the migration assays, 7 × 10^4^ cells were seeded in the upper chamber after being suspended with the corresponding medium without FBS, and 600 μL of corresponding medium containing 20% FBS was added into the bottom chamber. For the invasion assays, each chamber insert was coated with 200 mg/mL of Matrigel (Corning, USA). Then, 5 × 10^4^ cells were seeded in the upper chamber after being suspended with the corresponding medium without FBS, and 600 μL of the corresponding medium containing 20% FBS was added into the bottom chamber. After incubation at 37°C for a fixed duration, the cells that had migrated or invaded to the bottom surface of the filter were fixed in 4% paraformaldehyde (Hete Biotech, China) and then stained with 1% crystal violet (Beyotime, China) for 10min. Finally, we visualized the cells that migrated or invaded the bottom surface using a microscope (Olympus, Japan) for counting the cells and statistical analysis. All assays were performed in triplicate, and the relative migratory or invasive capacities were expressed relative to the indicated control cells.

### 2.9 *In vivo* lung metastatic model

Five-week-old female BALB/c nude mice were purchased from Weitonglihua Corporation (Beijing, China) and were raised and cared for in a specific-pathogen-free environment. Animal experiments were authorized by the Ethical Committee of the Air Force Medical University. Twenty nude mice were randomly divided into the HCT-8-LV-NC group and HCT-8-LV-LCN2 group (n = 10 in each group), and sixteen nude mice were randomly divided into the DLD-1-LV-shNC group and DLD-1-LV-shLCN2 group (n = 8 in each group). *In vivo* lung metastasis models were constructed via tail vein injections. We injected 2 × 10^6^ cell suspensions in 150 μL phosphate-buffered saline (PBS, Gibco, USA) into the tail vein of mice in HCT-8 groups and 3 × 10^6^ cell suspensions in 150 μL (PBS, Gibco, USA) into the tail vein of mice in the DLD-1 groups, respectively. Eight weeks after the initial injections, the mice were sacrificed, and lung metastatic nodules were carefully counted in paraffin-embedded sections stained with hematoxylin-eosin (HE).

### 2.10 Agents

Recombinant human TGFB1 protein was purchased from MCE (#HY-P7118, China). Recombinant human CXCL5 protein was purchased from MCE (#HY-P70572, China). The TGF-βR1 inhibitor SB431542 was purchased from Selleck Chemicals (#S1067, USA). The CXCR2 antagonist SB225002 was purchased from MCE (#HY-16711, USA).

### 2.11 Quantification and statistical analysis

All statistical analyses were performed using SPSS software (version 23.0, IBM SPSS) and Prism software (version 8.2.1, GraphPad Software). Comparisons of quantitative data were compared between groups using the Student’s t-test or Mann-Whitney U test. Comparisons of categorical data were analyzed using Fisher’s exact test. Overall survival curves were estimated using the Kaplan-Meier method, and the differences between the LCN2^low^ and LCN2^high^ groups were evaluated by the log-rank test. Univariate and multivariate analyses were conducted by the Cox proportional hazards model to identify the independent affected factors for overall survival. A *p*-value < 0.05 was statistically significant.

## 3 Results

### 3.1 LCN2 is upregulated in human CRC tissues and correlates with longer overall survival

To investigate the expression of LCN2 in human CRC, we analyzed the mRNA expression levels in the GEO and GEPIA (28) databases. The results showed that the mRNA expression levels of LCN2 were significantly upregulated in CRC tissues compared with the adjacent normal tissues (**Figures 1A, B**). To confirm the increased expression of LCN2, the protein expression levels of LCN2 examined by western blot (WB) assay in 12 paired CRC and adjacent normal specimens revealed that LCN2 was upregulated in most patients (n = 9/12) (**Figure 1C**). To further evaluate the potential clinical value of LCN2, we performed IHC staining on a cohort of tissue microarrays, including 86 paired CRC and adjacent normal specimens and 8 unpaired CRC specimens. In this cohort, the expression of LCN2 was upregulated in approximately 74.5% (70/94) of the paired specimens (**Figures 1D, E**). Next, the relationship between clinicopathological features of CRC patients and LCN2 expression was analyzed. Correlation analysis revealed that the elevated LCN2 expression was negatively correlated with advanced AJCC stages (*p* = 0.014) and N stage (*p* = 0.017) (**Table 2**). Multivariate analysis indicated that high expression of LCN2 was an independent protective factor for CRC patients (**Table 3**). Moreover, Kaplan-Meier Plotter database analysis showed that CRC patients with high expression of LCN2 had longer overall survival (OS) (**Figure 1F**). Consistent with the database results, Kaplan-Meier survival analysis demonstrated that CRC patients from Tissue Microarray with high expression of LCN2 had a longer OS compared to those with low expression of LCN2 (*p* < 0.0001) (**Figure 1G**). Collectively, these results demonstrated that LCN2 was significantly upregulated in CRC and positively correlated with the prognosis.

**Figure 1:**
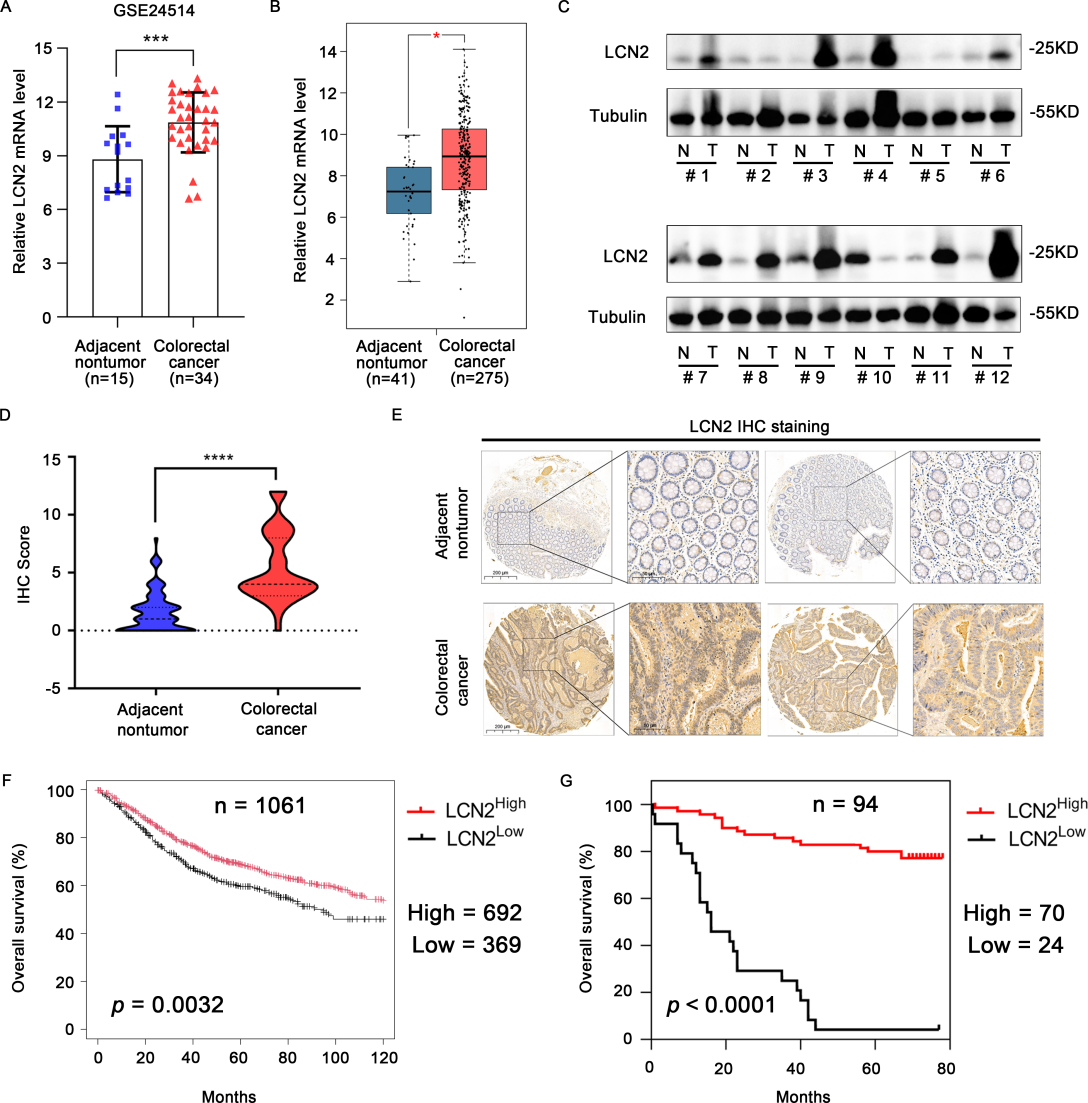
LCN2 is upregulated in human CRC tissues and predicts longer overall survival. **(A)** The transcriptional levels of LCN2 between the adjacent nontumor and CRC tissues were identified from the GEO database (GSE24514). **(B)** The transcriptional levels of LCN2 between the adjacent nontumor and CRC tissues were identified from the GEPIA database. **(C)** The protein levels of LCN2 in 12 paired adjacent nontumor and CRC specimens. **(D, E)** Plot of IHC scores of LCN2 expression in paired adjacent nontumor (n = 86) and CRC (n = 94) specimens and representative positive IHC staining. **(F)** Kaplan-Meier Plotter database analysis showed that CRC patients with high expression of LCN2 had longer OS **(G)** Kaplan-Meier survival analysis exhibited the relationship between OS and LCN2 expression in patients with CRC. Data are presented as the mean ± s.d. *p < 0.05, ***p < 0.001, ****p < 0.0001.

**Table 2:** Correlation between LCN2 expression and clinicopathological characteristics of human CRC tissues.

Clinicopathological variables	Cases (No.) n=94	LCN2 (No.)		p-Value
		Low Expression	High Expression	
Age(y)				0.939
<60	28	7	21	
≥60	66	17	49	
Gender				0.409
Male	48	14	34	
Female	46	10	36	
AJCC stage				0.014
I	10	0	10	
II	48	9	39	
III	31	12	19	
IV	5	3	2	
T classification				0. 098
1	1	0	1	
2	10	0	10	
3	51	12	39	
4	32	12	20	
N classification				0.017
0	60	10	50	
1	25	9	16	
2	9	4	3	
M classification				0.069
0	89	21	68	
1	5	3	2	

**Table 3:** Univariate and multivariate analysis of factors associated with overall survival of human CRC.

Clinicopathological variables	Overall survival		
	p-Value	Hazard ratio	95% Confidence interval
Univariate analysis			
Age (<60 vs. ≥60)	0.903	0.959	0.486-1.893
Gender (Male vs. Female)	0.704	0.885	0.471-1.661
AJCC stage (I vs. II vs. III vs. IV)	<0.001	2.955	1.898-4.599
T classification (T1 vs. T2 vs. T3 vs. T4)	0.001	2.450	1.418-4.231
N classification (N1 vs. N2 vs. N3)	<0.001	2.582	1.718-3.883
M classification (M0 vs. M1)	0.002	4.700	1.761-12.546
LCN2 expression (Low vs. High)	<0.001	0.092	0.046-0.184
Multivariate analysis			
AJCC stage (I+II vs. III+IV)	0.363	1.656	0.559-4.910
T classification (I vs. II vs. III vs. IV)	0.225	1.481	0.785-2.794
N classification (I vs. II vs. III)	0.788	1.107	0.529-2.313
M classification (M0 vs. M1)	0.831	0.833	0.156-4.442
LCN2 expression (Low vs. High)	<0.001	0.142	0.068-0.301

### 3.2 Overexpression of LCN2 suppresses CRC metastasis *in vitro* and *in vivo*

To gain further insights into the function of LCN2 in CRC metastasis, we examined LCN2 expression levels in HIEC6 and several CRC cell lines by western blot assay. The results indicated that LCN2 protein expression levels were upregulated in DLD-1 and SW480 cell lines and downregulated in HIEC6, HCT-8, SW620, RKO, and HCT-116 cell lines (**Figure 2A**). To unveil the role of LCN2 in CRC metastasis, HCT-8 cells with relatively low LCN2 expression and DLD-1 cells with relatively high LCN2 expression were selected to construct HCT-8-LV-LCN2 and DLD-1- LV-shLCN2 stable cell lines using recombinant lentivirus transfection (**Figure 2B**). Then, the transfection efficiency was evaluated by RT-qPCR and WB (**Figures 2C, D**).

**Figure 2:**
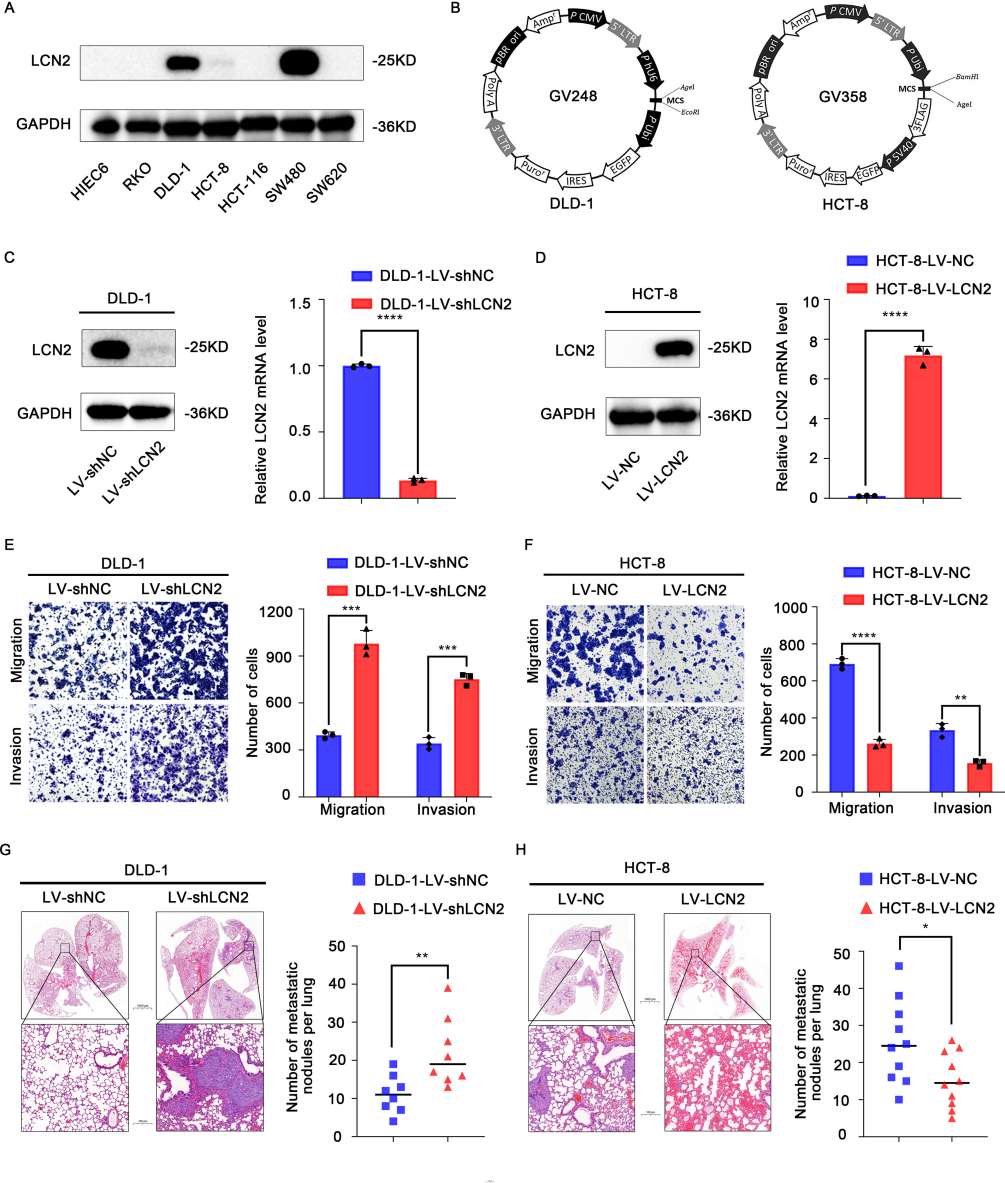
Overexpression of LCN2 suppresses CRC metastasis *in vitro* and *in vivo*. **(A)** The protein expression levels of LCN2 in HIEC6 and CRC cell lines RKO, DLD-1, HCT-8, HCT-116, SW480, and SW620. **(B)** Structure of lentiviral vectors. **(C, D)** The lentivirus transfection efficiency in DLD-1 and HCT-8 CRC cells was verified by RT-qPCR and WB. **(E, F)** Migratory and invasive capabilities assessed by transwell assay for the indicated CRC cell lines. **(G, H)** Hematoxylin-eosin (H&E) staining of lung tissues from representative mice and the number of lung metastatic foci in each group at 8 weeks. (n = 10 mice per group for DLD-1 cells and n = 8 mice per group for HCT-8 cells). Data are presented as the mean ± s.d. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Next, to investigate the effects of CRC cells with high and low expression of LCN2 on migratory and invasive capacities, transwell assays were performed. The results indicated that the ectopic expression of LCN2 significantly diminished the migratory and invasive capacities of HCT-8 cells, while downregulated expression of LCN2 yielded the opposite effects on DLD-1 cells, compared with the control group (**Figures 2E, F**).

Besides, to assess the effect of changes in LCN2 expression on the metastatic potential of DLD-1 and HCT-8 cells, lung metastasis models were constructed by tail vein injection in 5-week-old female BALB/c nude mice. Similar results were obtained to those observed *in vitro*; compared with the control group, LCN2 overexpression significantly decreased the number of metastatic lung nodules and lung metastasis incidence, while downregulation of LCN2 remarkably increased the number of metastatic lung nodules and lung metastasis incidence (**Figures 2G, H**). Collectively, these findings demonstrated that LCN2 functioned as a metastasis-suppressor in the migration and invasion of CRC cells.

### 3.3 Pro-metastatic proteins TGFB1 and CXCL5 are downstream targets of LCN2

To further investigate the underlying molecular mechanisms of LCN2 in inhibiting CRC metastasis, RNA sequencing (RNA seq) was performed in DLD-1-LV-shLCN2 and DLD-1-LV-shNC cells. 

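DLD-1 is a human colorectal adenocarcinoma cell line. Its RNA was sequenced in 3 libraries of DLD-1-LV-shLCN2 cells, which carry the LCN2 shRNA, and 3 libraries of DLD-1-LV-shNC cells, which carry the negative control shRNA. The authors deposited, for each of 58825 genes and each library, a whole-number count and an FPKM value (fragments scaled by gene length and library size), without a filter on low values. The counts summed to 62521336, 61979724 and 62593981 in the DLD-1-LV-shLCN2 libraries 1 to 3 and to 72733091, 51553837 and 72327135 in the DLD-1-LV-shNC libraries 1 to 3. Replicates of a group differed by far more than the sampling noise, with a chi-square per degree of freedom of between 72.6 and 138.6 for each pair. The paper's text does not name the aligner, the counting tool or the test used for RNA seq, and its statistics section gives the tests of the whole study. Counts were here normalized by edgeR's TMM method and compared between the groups by edgeR's quasi-likelihood test, with p adjusted by the Benjamini-Hochberg method over the 14446 genes with a mean FPKM of at least 0.5. The filter on low values and the choice of test could change the number of genes called. The expression of LCN2, the targeted gene, was 8.66, 3.84 and 3.45 TMM-normalized counts scaled to the library size (CPM) in the DLD-1-LV-shLCN2 libraries 1 to 3 and 40.8, 54.0 and 56.1 CPM in the DLD-1-LV-shNC libraries 1 to 3. Its mean was 5.32 ± 2.90 CPM (SD, n = 3) after knockdown, which is 10.6% of the 50.3 ± 8.26 CPM (SD, n = 3) in the control cells. The log2 fold change was -3.24 (standard error 0.39, adjusted p = 0.0129 from edgeR's quasi-likelihood test). With each library left out in turn, it stayed between -3.79 and -3.01, and its adjusted p rose to 0.0589 in the same test without DLD-1-LV-shNC replicate 2.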

There were 561 differentially expressed genes from DLD-1-LV-shLCN2 and DLD-1-LV-shNC cells, among which 355 genes were upregulated and 206 genes were downregulated (Fold Change > 2, *p* < 0.05). 

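At the paper's threshold, with p unadjusted, 340 of the 14446 genes tested passed between DLD-1-LV-shLCN2 and DLD-1-LV-shNC cells, of which 186 were upregulated and 154 were downregulated. At an unadjusted p under 0.05 and any fold change there were 3065 genes, where chance gives 722. After Benjamini-Hochberg adjustment 716 genes passed 0.05, with 254 upregulated and 462 downregulated, and 151 genes passed both the adjusted p and the fold change. The filter on low values moved the number at the paper's threshold most, to 68 genes with a filter at a mean FPKM of 5 and to 926 genes with no filter. Quantile normalization of the FPKM values moved the balance between directions, to 135 upregulated and 172 downregulated genes in a limma fit. Without it the limma fit gave 164 upregulated and 137 downregulated genes. Downregulated genes were also the more numerous with a filter at a mean FPKM of 5 (28 up, 40 down) and under some other settings. The number past the adjusted p was 98, 528 and 115 without DLD-1-LV-shLCN2 replicates 1 to 3 and 175, 76 and 150 without DLD-1-LV-shNC replicates 1 to 3, while the number at the paper's threshold stayed between 340 and 404. Among genes with a mean FPKM of at least 1, an adjusted p under 0.05 and groups that did not overlap, the largest rises were those of HSPA1A, CHAMP1, ITIH2, LY6G6D and SULT1C3, with log2 fold changes from 3.53 down to 2.09. CHAMP1 (ENSG00000198824, chromosome 13, 114314482 to 114337626) rose from 5.18 ± 1.19 to 48.9 ± 4.74 CPM (SD, n = 3 each), a log2 fold change of 3.24 (standard error 0.20, adjusted p = 0.00354 from edgeR's quasi-likelihood test). The authors' counting could have split reads between HSPA1A and its paralog HSPA1B, and the summed count of both genes did not rise. LY6G6D overlaps a read-through gene on the same strand. Apart from LCN2, the falls of CLDN4, CSF2 and PDE2A were among the largest, with log2 fold changes from -5.15 to -2.42. CLDN4 varied widely within the control cells, with 464, 27.5 and 571 CPM in replicates 1 to 3 against 9.96 ± 2.59 CPM (SD, n = 3) after knockdown.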

Gene ontology (GO) analysis indicated that knockdown of LCN2 could positively regulate cell migration (**Figure 3A**). 

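The deposited table annotates each gene with GO terms, and the genes past the paper's threshold were counted in each term against the 14446 genes tested. The term positive regulation of cell migration held 154 tested genes, of which 14 passed the threshold where 3.62 were expected, a 3.86-fold enrichment (exact one-sided hypergeometric test, p = 1.65e-05, adjusted p = 0.00281 over 340 terms with at least 3 such genes). It ranked 2 by p among these terms, which were kept by the outcome tested, so that the adjusted p can be too low. Without DLD-1-LV-shLCN2 replicate 2 its adjusted p was 0.0611, with an enrichment of 2.55-fold. Of the 14 genes, 4 were upregulated after LCN2 knockdown and 10 were downregulated. The upregulated genes were VIL1, TDGF1, BMP4 and PIK3R3, with log2 fold changes between 1.00 and 1.48. The downregulated genes were SPHK1, PLAU, ETS1, SNAI1, EGFR, MYADM, HAS2, CD274, MGAT5 and CSF1, with log2 fold changes between -1.66 and -1.05. Over the downregulated genes alone the enrichment was 6.09-fold (p = 5.84e-06, same exact test). Over the upregulated genes alone it was 2.02-fold and did not pass the threshold (p = 0.138, same exact test). EGFR (ENSG00000146648, chromosome 7, 55019017 to 55211628) fell from 189 ± 23.2 to 89.5 ± 14.9 CPM (SD, n = 3 each), a log2 fold change of -1.08 (standard error 0.15, adjusted p = 0.0179 from edgeR's quasi-likelihood test). SNAI1 (ENSG00000124216, chromosome 20, 49982980 to 49988886) fell from 5.14 ± 0.641 to 2.43 ± 0.266 CPM (SD, n = 3 each), also by 1.08 on the log2 scale (standard error 0.19, adjusted p = 0.0315 from the same edgeR test). VIL1 (ENSG00000127831, chromosome 2, 218419092 to 218453295) rose from 3.44 ± 1.13 to 9.57 ± 0.521 CPM (SD, n = 3 each), a log2 fold change of 1.48 (standard error 0.26, adjusted p = 0.0282 from the same edgeR test). Within the group of 14, TDGF1, BMP4, MGAT5 and CSF1 did not pass the adjusted p. On the annotation, 3 of the 14 genes overlap another gene on the same strand and 7 overlap one on the other strand only, and the counting's use of strand is not stated. From its GO analysis (Fig. 3A), the paper proposes that knockdown of LCN2 positively regulates cell migration. Its transwell assays and lung metastases in mice, in which migration, invasion and nodules rose after knockdown, are separate evidence. These were not analysed here.

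**Figure D1:**
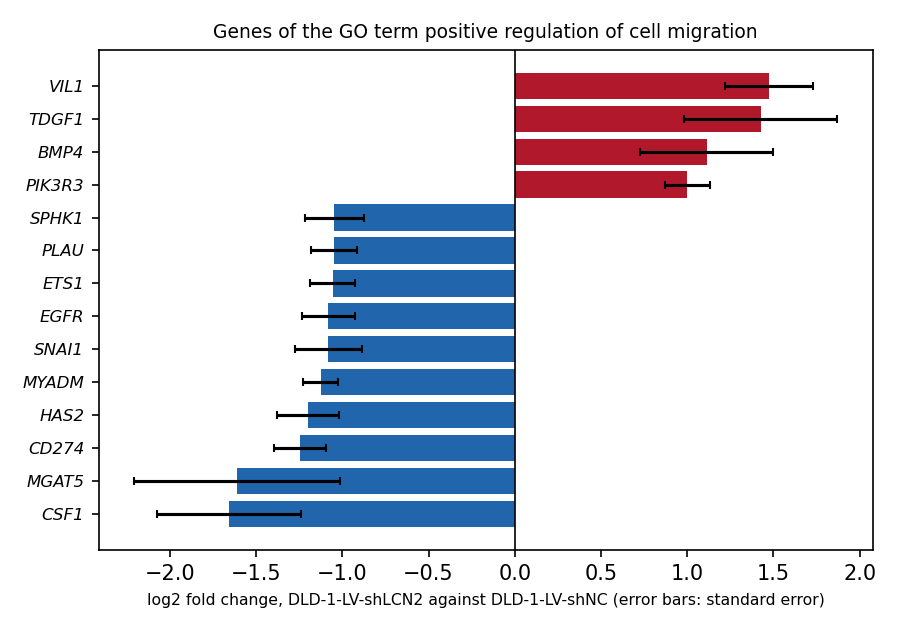
Log2 fold change in DLD-1-LV-shLCN2 against DLD-1-LV-shNC cells (x axis) of the 14 genes of the GO term that passed the paper's threshold (y axis). Bars show the estimate from 3 libraries per group and error bars its standard error, and 4 genes lie above 0 and 10 below.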

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis showed that the knockdown of LCN2 was related to multiple pathways, including estrogen signaling pathway, MAPK signaling pathway, TNF signaling pathway, and ErbB signaling pathway (**Figure 3B**).

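The KEGG pathways were taken from the same deposited table, and 97 of them held at least 3 genes past the paper's threshold. Only such pathways were adjusted over, a cut on the outcome tested, so the adjusted p values can be too low. The MAPK signaling pathway held 11 such genes where 4.71 were expected, a 2.34-fold enrichment (exact one-sided hypergeometric test, p = 0.00785, adjusted p = 0.0544), of which 1 was upregulated and 10 were downregulated. The estrogen signaling pathway held 5 genes where 1.81 were expected (p = 0.035, adjusted p = 0.106, same exact test), of which 2 were upregulated and 3 were downregulated. The TNF signaling pathway held 5 genes where 1.91 were expected (p = 0.0421, adjusted p = 0.12, same exact test), of which 1 was upregulated and 4 were downregulated. The ErbB signaling pathway held 4 genes where 1.60 were expected and did not pass the unadjusted threshold (p = 0.0761, adjusted p = 0.189, same exact test), of which 1 was upregulated and 3 were downregulated. With no filter on low values ErbB signaling passed it (p = 0.0127, same exact test), and with each library left out in turn its enrichment fell to between 1.14-fold and 1.70-fold. Over the downregulated genes alone the enrichment was 4.69-fold for MAPK signaling (adjusted p = 0.00321), 4.63-fold for TNF signaling (adjusted p = 0.0271), 3.65-fold for estrogen signaling (adjusted p = 0.074) and 4.14-fold for ErbB signaling (p = 0.036, adjusted p = 0.0622), all by the same exact test. The 4 pathways share genes. JUN was counted in each of them, and EGFR in the MAPK, estrogen and ErbB pathways. JUN (ENSG00000177606) fell from 67.3 ± 5.82 to 30.7 ± 2.17 CPM (SD, n = 3 each), a log2 fold change of -1.13 (standard error 0.10, adjusted p = 0.0065 from edgeR's quasi-likelihood test). DUSP5 (ENSG00000138166), in the MAPK pathway, fell from 272 ± 42.3 to 70.4 ± 2.45 CPM (SD, n = 3 each), a log2 fold change of -1.95 (standard error 0.13, adjusted p = 0.00354 from the same edgeR test). The upregulated gene of the MAPK pathway was HSPA1A, which was also 1 of the 2 upregulated genes of the estrogen pathway. The counting could have split the reads of HSPA1A with HSPA1B. By p, 13 pathways passed the adjusted threshold, the first being retinol metabolism with 5 genes where 0.47 were expected (adjusted p = 0.00507, same hypergeometric test). The overlap of genes was not examined for these 13 pathways, and genes of one locus that share reads would be counted separately.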

**Figure 3:**
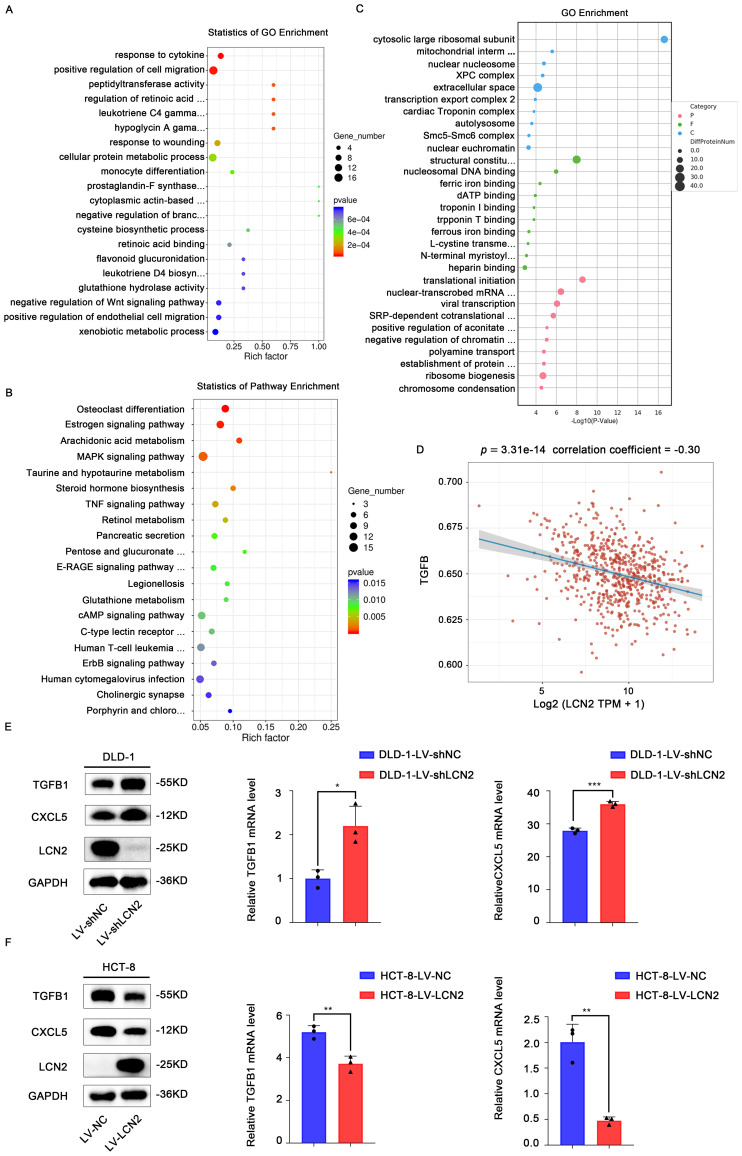
Pro-metastatic proteins TGFB1 and CXCL5 are downstream targets of LCN2. **(A, B)** Bubble plot for visualizing GO and KEGG term enrichment based on RNA-seq results. **(C)** Bubble plot for visualizing KEGG term enrichment based on proteome profiling results. **(D)** This is a Spearman correlation analysis plot, which is used to show the correlation between the TGF-β pathway score and the expression of LCN2. In this plot, the X-axis represents the distribution of the expression of LCN2, and the Y-axis represents the distribution of the TGF-β pathway score. The values at the top represent the results of the Spearman correlation analysis, including the p-value, correlation coefficient. **(E)** WB and RT-qPCR analysis of the TGFB1 and CXCL5 expression in LCN2 silencing DLD-1 cells. **(F)** WB and RT-qPCR analysis of the TGFB1 and CXCL5 expression in LCN2 overexpressing HCT-8 cells. Data are presented as the mean ± s.d. *p < 0.05, **p < 0.01, ***p < 0.001.

From a biological perspective, the transcriptome is the intermediate state of gene expression, whereas proteins are the direct functional performers of the organism; therefore, studying protein expression levels is indispensable (29). Next, we performed proteome analysis using DLD-1-LV-shLCN2 and DLD-1-LV-shNC cells, and 173 upregulated and 117 downregulated proteins were identified (Fold Change > 2, *p* < 0.05) (**Figure 3C**). We downloaded STAR-counts data and corresponding clinical information for CRC from the TCGA database (https://portal.gdc.cancer.gov). We then extracted data in TPM format and performed normalization using the log2(TPM+1) transformation. After retaining samples that included both RNAseq data and clinical information, we ultimately selected 620 samples for further analysis. We collected the genes included in the corresponding pathways and then analyzed them using the GSVA package in R software, choosing the parameter method=‘ssgsea’ for single-sample gene set enrichment analysis (ssGSEA). Finally, we studied the correlation between gene expression and pathway scores through Spearman correlation analysis. Statistical analysis was conducted using R software, version v4.0.3. Results were considered statistically significant when the p-value was less than 0.05. (**Figure 3D**). Among these candidate targets, TGFB1 and CXCL5 were significantly increased by knockdown of LCN2. 

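In the RNA seq libraries, TGFB1 (ENSG00000105329) and CXCL5 (ENSG00000163735) did not pass the adjusted p, and for both genes the libraries of the groups overlapped. TGFB1 lies on chromosome 19 of GRCh38 from 41301587 to 41353911. Its expression was 90.4, 97.9 and 98.3 CPM in DLD-1-LV-shLCN2 replicates 1 to 3 and 89.5, 88.7 and 108 CPM in DLD-1-LV-shNC replicates 1 to 3, with means of 95.5 ± 4.46 and 95.3 ± 10.7 CPM (SD, n = 3 each). Its log2 fold change was 0.003 (standard error 0.10, adjusted p = 0.991 from edgeR's quasi-likelihood test), and its sign changed when some of the libraries were left out. The TGFB1 gene overlaps 5 other genes, 1 of them on the same strand, and the authors' counting could have split reads between them. CXCL5, on chromosome 4 from 73995642 to 73998677, overlaps no other gene. Its expression was 37.8, 46.3 and 44.0 CPM in DLD-1-LV-shLCN2 replicates 1 to 3 and 52.9, 51.3 and 44.4 CPM in DLD-1-LV-shNC replicates 1 to 3, with means of 42.7 ± 4.38 and 49.6 ± 4.51 CPM (SD, n = 3 each). Its log2 fold change was -0.21 (standard error 0.12, adjusted p = 0.347 from the same edgeR test). The counts behind these values were between 4503 and 7619 per library for TGFB1 and between 2404 and 3839 for CXCL5.

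**Figure D2:**
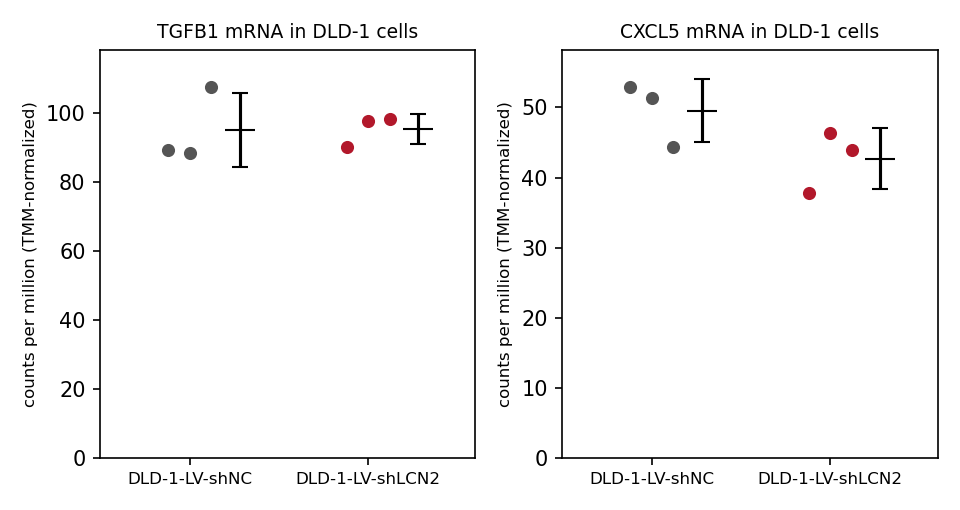
TMM-normalized counts scaled to the library size, as CPM (y axis, from 0) of TGFB1 (left) and CXCL5 (right) in DLD-1-LV-shNC and DLD-1-LV-shLCN2 cells (x axis). Each point is 1 of 3 libraries and the bar beside it is the mean ± SD, and the groups overlap for TGFB1 and for CXCL5.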

RT-qPCR and WB assays further confirmed that knockdown of LCN2 significantly upregulated the mRNA and protein expression levels of TGFB1 and CXCL5, whereas the ectopic expression of LCN2 markedly reduced the mRNA and protein expression levels of TGFB1 and CXCL5 (**Figures 3E, F**). Based on these results, it can be inferred that the effects of LCN2 on CRC metastasis may be mediated by TGFB1 and CXCL5.

### 3.4 TGFB1 and CXCL5 act as downstream effectors of LCN2 to facilitate CRC metastasis

SB431542, a specific and potent inhibitor of TGFβ Receptor type I (TGF-βR1), could effectively block the TGFB1-mediated canonical pathway (30, 31). SB225002, as a CXCR2 selective antagonist, was used to block CXCL5 signaling (32). To further verify the role of TGFB1 and CXCL5 in LCN2-related CRC migration and invasion, DLD-1-LV-shLCN2 and DLD-1-LV-shNC cells were administrated with TGF-βR1 inhibitor (SB431542) and CXCR2 antagonist (SB225002), respectively. According to the results of WB, SB431542 could significantly decrease the intracellular expression of TGFB1, and SB225002 could significantly decrease the intracellular expression of CXCL5 (**Figure 4A** **).** Transwell assays demonstrated that treatment with either SB431542 or SB225002 significantly reduced the migratory and invasive capacities of DLD-1-LV-shNC cells and impaired the enhanced migratory and invasive capacity of DLD-1-LV-shLCN2 cells (**Figure 4C**). Subsequently, HCT-8-LV-NC and HCT-8-LV-LCN2 cells were individually treated with TGFB1 protein and CXCL5 protein, which could increase the level of intracellular TGFB1 or CXCL5 (**Figure 4B**). Transwell assays illustrated that TGFB1 or CXCL5 treatment potentiated the migratory and invasive capacities of HCT-8-LV-NC cells and mitigated the reduced migratory and invasive capabilities of HCT-8-LV-LCN2 cells (**Figure 4D**). Overall, these results indicated that TGFB1 and CXCL5 acted as downstream effectors of LCN2 to regulate CRC metastasis.

**Figure 4:**
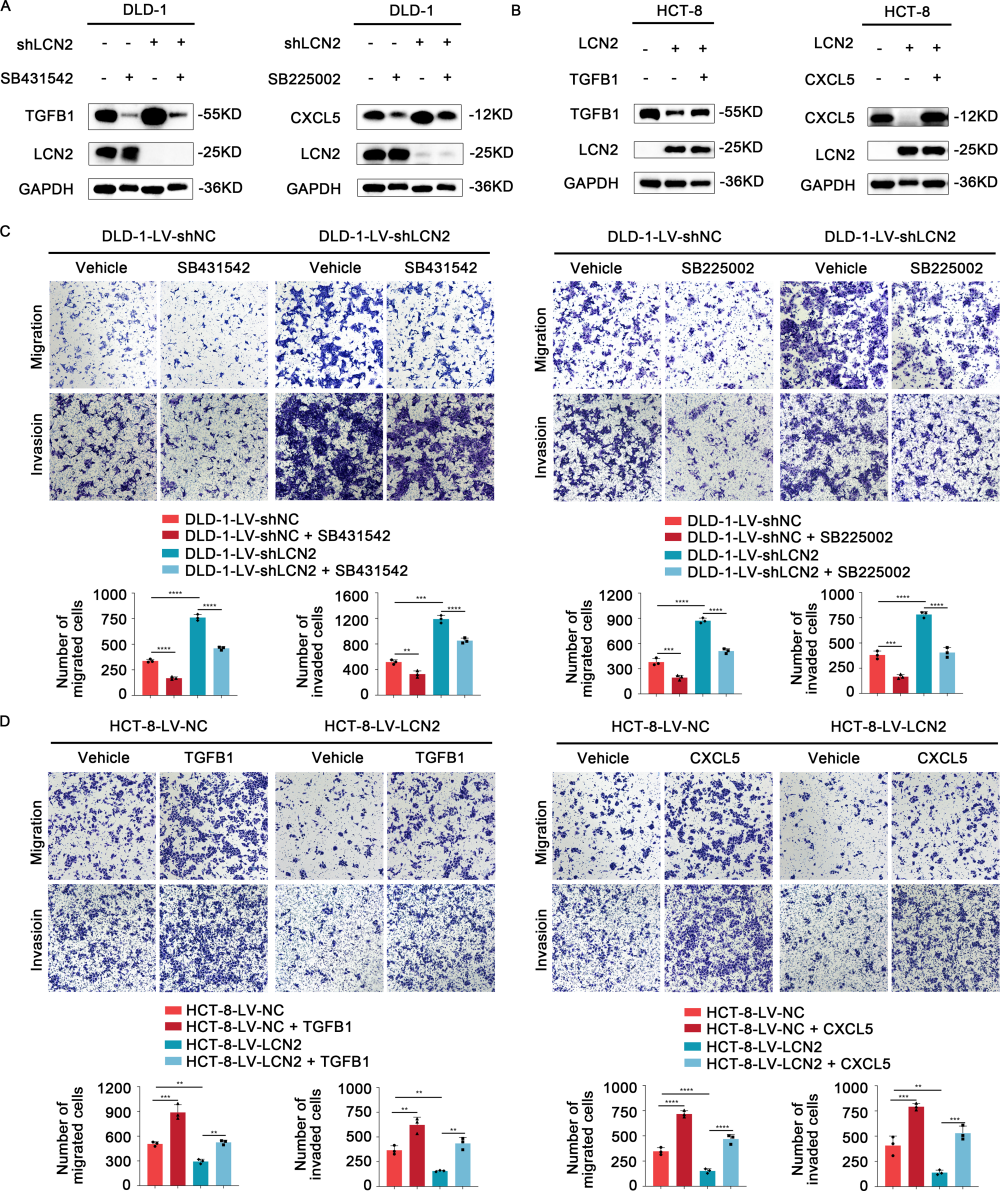
TGFB1 and CXCL5 act as downstream effectors of LCN2 to facilitate CRC metastasis. **(A)** WB analysis showed that TGF-βR1 inhibitor SB431542 or CXCR2 antagonist SB225002 could significantly weaken the expression level of intracellular TGFB1 or CXCL5, respectively. **(B)** WB analysis showed that recombinant human TGFB1 or CXCL5 protein could significantly enhance the expression level of intracellular TGFB1 or CXCL5, respectively. **(C)** Representative images from transwell assays showed the migratory and invasive capabilities of DLD-1-LV-shNC/shLCN2 cells after treatment with TGF-βR1 inhibitor SB431542 and CXCR2 antagonist SB225002. **(D)** Representative images from transwell assays showed the migratory and invasive capabilities of HCT-8-LV-NC/LCN2 cells after treatment with recombinant human TGFB1 or CXCL5 protein. Data are presented as the mean ± s.d. **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 3.5 LCN2 inhibits CRC metastasis via the TGFB1/CXCL5 axis and the combination of TGF-βR1 inhibitor and CXCR2 antagonist mitigates LCN2-related CRC metastasis

To determine the optimal concentration of TGFB1 and CXCL5, HCT-8-LV-NC and HCT-8-LV-LCN2 cells were treated with different concentrations. Interestingly, we observed that the expression of CXCL5 significantly increased with increasing concentration of TGFB1. However, the expression of TGFB1 was not altered with increasing concentration of CXCL5 (**Figures 5A, B, D**). Based on this observation, we speculated that CXCL5 might be a downstream effector of TGFB1. To further substantiate this speculation, we exposed HCT-8-LV-LCN2 cells, which had been treated with TGFB1 with 10ng/ml for 24h, to SB225002 (100μg/ml, 24h). Transwell assays demonstrated that TGFB1 enhanced the migratory and invasive capabilities of HCT-8-LV-LCN2 cells, whereas SB225002 significantly attenuated the migratory and invasive properties promoted by TGFB1 (**Figure 5C**). These data suggested that CXCL5 acts as a crucial functional downstream effector of TGFB1 in CRC metastasis. More importantly, a novel critical signaling axis LCN2/TGFB1/CXCL5 was identified to be involved in the regulation of CRC metastasis (**Figure 6**).

**Figure 5:**
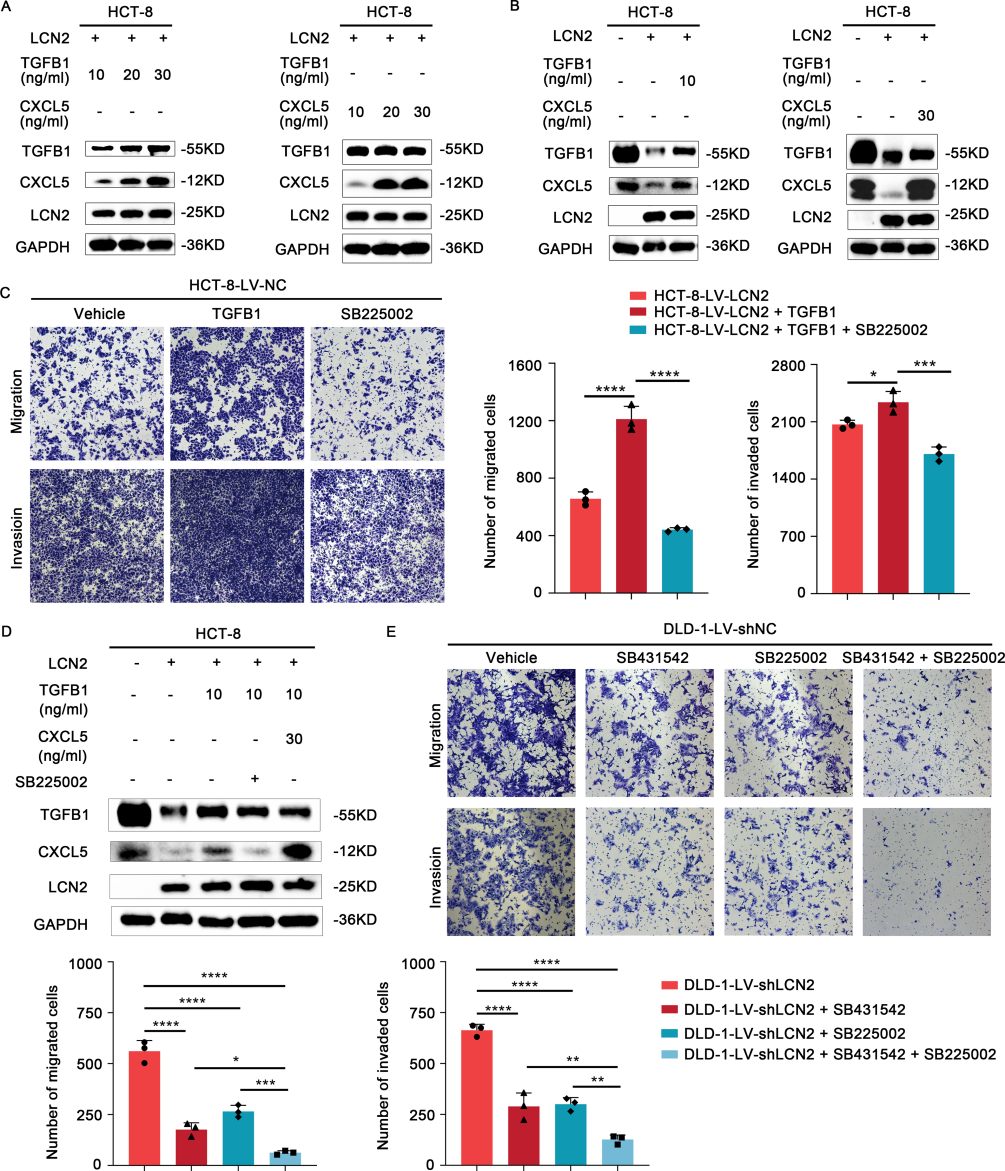
LCN2 inhibits CRC metastasis via the TGFB1/CXCL5 axis. **(A, B)** Western blot analysis demonstrates a marked increase in the protein levels of CXCL5 with varying concentrations of recombinant human TGFB1 protein. Conversely, the protein levels of TGFB1 remain largely unchanged across varying concentrations of recombinant human CXCL5 protein. **(C)** Representative images from transwell assays illustrate the migratory and invasive capabilities of HCT-8-LV-LCN2 cells after treatment with recombinant human TGFB1 alone or in combination with SB225002 (CXCR2 antagonist). **(D)** WB analysis showed that TGFB1 is a potential positive regulator upstream of CXCL5. **(E)** Representative images from transwell assays showed the migratory and invasive capabilities of DLD-1-LV-shLCN2 cells after treatment with TGF-βR1 inhibitor SB431542, CXCR2 antagonist SB225002 or the combination of both agents. Data are presented as the mean ± s.d. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Figure 6:**
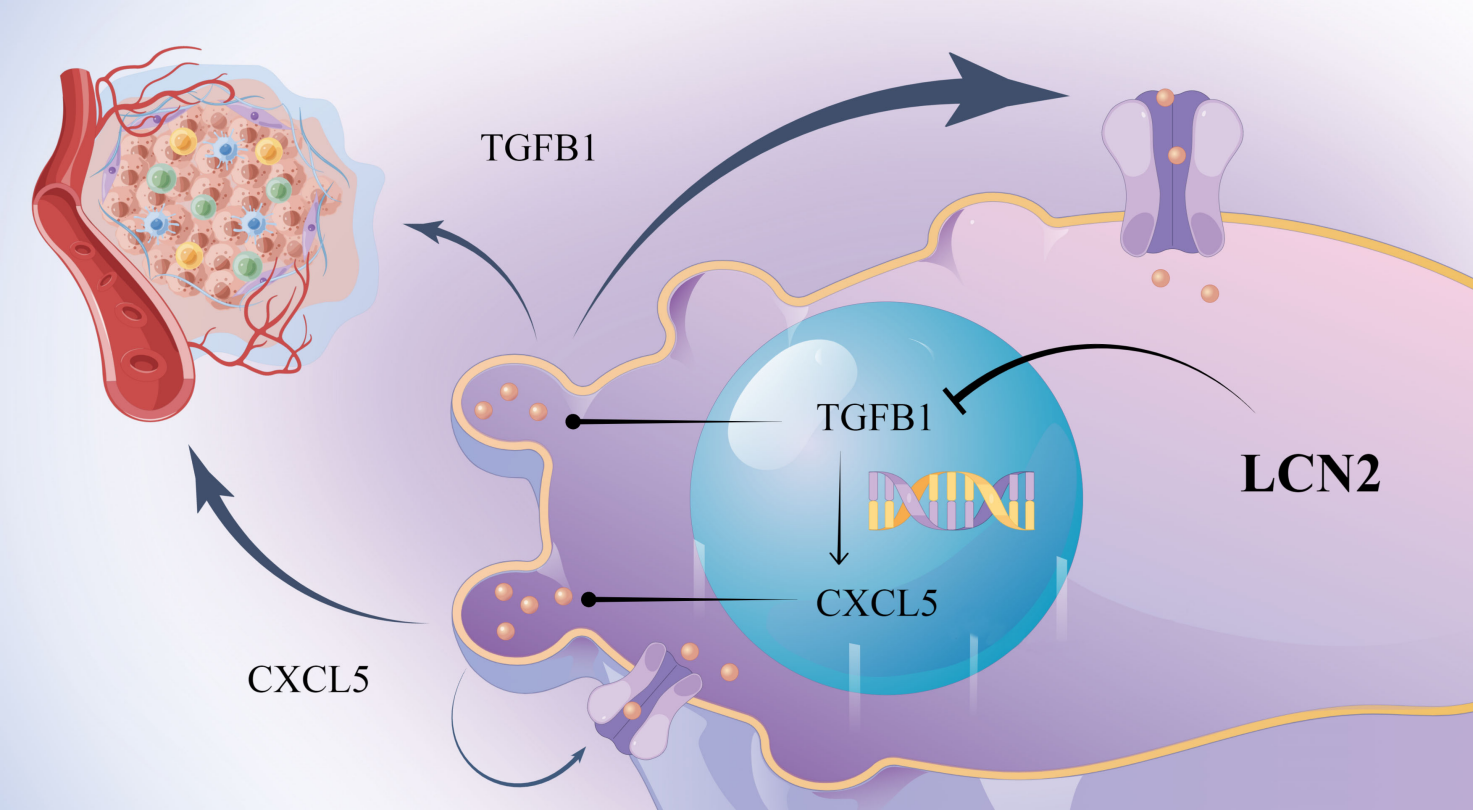
Schematic representation of LCN2/TGFB1/CXCL5 signaling axis created using Figdraw.

In light of our above findings, we hypothesized that the combination of SB431542 and SB225002 might have synergistic effects on metastasis treatment in CRC. DLD-1-LV-shLCN2 cells were administrated with SB431542 or SB225002, or both agents. Transwell assays suggested that either SB431542 or SB225002 treatment moderately decreased the migratory and invasive capabilities of DLD-1-LV-shLCN2 cells, whereas the combination treatment of the two agents significantly reduced the migratory and invasive capabilities of DLD-1-LV-shLCN2 cells (**Figure 5E**). Taken together, combined administration of TGFB1 inhibitor SB431542 and CXCR2 antagonist SB225002 remarkably suppressed LCN2-related CRC metastasis.

## 4 Discussion

In recent years, continuous advancements in surgical techniques and the widespread adoption of high-quality screening programs have translated into improved survival rates of patients with CRC (33, 34). Nevertheless, distant metastasis remains the primary contributor leading to poor clinical prognosis, with 5-year survival rates decreasing from 91% for early-stage disease to 14% for advanced metastatic disease (3). Thus, elucidating the molecular mechanisms of metastasis is essential for the development of targeted therapeutic strategies.

In this study, analysis of data from GEO and GEPIA databases revealed that the expression level of LCN2 in CRC tissues was upregulated and subsequently validated via RT-qPCR, WB, and immunohistochemical assays. Furthermore, we assessed the relationship between clinical follow-up data and immunohistochemical score, which demonstrated that LCN2 was significantly correlated with AJCC stage, N classification, and OS. More importantly, multivariate analysis showed that the high expression of LCN2 was an independent protective factor for OS. Next, LCN2 overexpression and knockdown cell lines were constructed via lentiviral vectors to perform gain- and loss-of-function experiments, demonstrating that LCN2 could serve as a tumor suppressor gene in CRC metastasis. By analyzing transcriptomic and proteomic results and validation by RT-qPCR, WB, and rescue experiments, TGFB1 and CXCL5 were identified as downstream targets of LCN2. Interestingly, we found that CXCL5 is a downstream target of TGFB1, forming the LCN2/TGFB1/CXCL5 axis, which suppresses CRC metastasis by inhibiting cell migration and invasion. Considering that TGFB1 and CXCL5 are promising therapeutic targets, we hypothesized that combining these two strategies may yield synergistic anticancer effects. Indeed, our results demonstrated limited efficacy when SB431542 or SB225002 was used in isolation, whereas their combined application exhibited significant synergy in suppressing CRC metastasis. Therefore, the co-administration of TGFB1 inhibitors and CXCL5 inhibitors for the treatment of LCN2-induced CRC metastasis emerges as a promising therapeutic strategy.

Although previous studies on LCN2 have demonstrated conflicting roles as an oncogene or a tumor suppressor gene in multiple malignancies, such as gastric cancer (16, 35, 36), breast cancer (15, 37), ovarian cancer (38), prostate cancer (39), oral squamous cell carcinoma (17), hepatocellular carcinoma (18), cholangiocarcinoma (40) and colorectal cancer (41), research on the tumor metastasis is far from sufficient particularly regarding the underlying mechanisms. In this study, we uncovered a novel regulatory axis, LCN2/TGFB1/CXCL5, expanding our understanding of LCN2’s role in CRC. In addition, numerous studies have revealed that the expression of CXCL5 is widely upregulated in malignant tumors, which could be responsible for the malignant phenotypes, including lymphatic metastasis (42), tumor angiogenesis (43), proliferation (44), migration and invasion (25–27, 44, 45). However, the mechanisms of its overexpression in malignant tumors have rarely been reported. Herein, we found that CXCL5 overexpression in CRC was caused by the downregulation of LCN2. Furthermore, there is increasing evidence suggesting that LCN2 is responsible for malignant phenotypes via activating various signaling pathways (18, 41, 46). In recent years, research on the distinct role of the TGF-β signaling pathway in cancer progression has gained significant momentum, including EMT and apoptosis (47), chemoresistance (48), angiogenesis (49), and metastasis (48, 50). Our findings suggest that LCN2 may suppress CXCL5 expression by inhibiting the TGF-β signaling pathway, serving as a bridge between these key elements. However, another study has indicated that LCN2 is a downstream target of TGFB1, leading to the downregulation of Twist1 (46). It is highly conceivable that there is a negative feedback loop between LCN2 and TGFB1. The mechanisms behind this interesting phenomenon are worth further exploring.

In recent years, the functions of LCN2 in the metastatic phenotype of malignant tumors have attracted a significant amount of interest (15–17, 35, 41). It is widely thought that LCN2 is mainly involved in regulating tumor metastasis by promoting or suppressing the progression of EMT and MET. The metastasis of cancers can be attributed to their complex ecosystem of cells with heterogeneous functional states, which is known as the TME (51). The cellular composition and functional status of TME may vary considerably depending on the organ in which the tumor arises, the intrinsic characteristics of the cancer cells, the stage of the tumor, and patient characteristics (51). Combining the multiple physiological and pathophysiological functions of LCN2, we speculated that LCN2 might be involved in metastatic progression by regulating the TME. First, the presence of iron is essential for the growth of almost all organisms and its homeostasis is tightly associated with inflammation and cancer (8, 52). LCN2 specifically binds to siderophores (53), altering intracellular iron levels (54), which plays a critical regulatory role in tumor proliferation and metastasis (52, 55) via altering TME-cells survival status. Besides, LCN2 is closely related to ferroptosis (56, 57), which is a phenotype of cell death (58). The secreted LCN2 plays a crucial role in inducing the ferroptosis and wasting of adipose and muscle tissues in lung cancer cachexia (56). It has been reported that upregulation of LCN2 could deplete iron and weaken sensitivity to ferroptosis inducers in liver cancer cells (57). The above studies overlap in their assertion that LCN2 could regulate the ferroptosis process of both tumor cells and TME cells, ultimately playing a synergistic role in promoting CRC metastasis. Furthermore, tumor-associated macrophages (TAM) are the primary source of iron for the tumor (59). Besides, the upregulation of LCN2 in TAM contributes to the enhancement of iron release from TAM to the TME, enhancing tumor growth (60). The study by Chaudhary et al (61), indicated that the cell death induced by 5-fluorouracil (5FU) partially depends on the ferroptosis pathway, while LCN2 protects tumor cells through the aforementioned mechanisms, resulting in therapeutic resistance. LCN2 suppresses ferroptosis via dual mechanisms—iron metabolism regulation and antioxidant gene expression—thereby driving chemoresistance and tumor progression in colorectal cancer. The monoclonal antibody targeting LCN2 provides a novel strategy to overcome therapeutic resistance and demonstrates significant potential for clinical translation. Taken together, these findings suggest that LCN2 may regulate CRC metastasis by exerting bidirectional effects on both tumor cells and TME cells, and the LCN2/TGFB1/CXCL5 axis discovered in this study represents just a fraction of its complex involvement. Further in-depth investigations are warranted to unravel these intricate interactions in the future.

Nonetheless, our study possesses limitations that require further attention. Firstly, although we established that LCN2 is overexpressed in CRC, the regulatory mechanisms involving the upstream molecule PUS7 remain unknown. The specific molecular mechanisms by which LCN2 regulates TGFB1 and CXCL5 were not fully elucidated. Secondly, the relatively small number of patients included in the CRC tissue microarray may introduce limitations to our outcomes. The absence of *in vivo* experiments investigating TGF-βR1 inhibitor SB431542 and CXCR2 antagonist SB225002-based therapeutic approaches significantly compromises the clinical relevance of the LCN2-TGFB1-CXCL5 regulatory axis. Thirdly, *in vitro*-cultured CRC cells may not fully recapitulate the TME that operates *in vivo*. Fourthly, the specific molecular mechanisms by which LCN2 regulates TGFB1 were not fully elucidated. Additionally, the regulatory mechanisms of the TGF-β pathway on CXCL5, a downstream target molecule, remain unclear and require further in-depth investigation. Finally, our study has focused solely on one phenotype of LCN2 in CRC—metastasis, while other tumor-progression-influencing phenotypes such as proliferation and apoptosis still require in-depth investigation to explore LCN2’s broader potential and clinical significance.

## 5 Conclusions

In the present study, we confirmed that LCN2 exhibits high expression levels in CRC tissues, and LCN2 expression independently predicted a more favorable outcome for CRC patients. Upregulation of LCN2 effectively suppressed CRC cell metastasis both *in vitro* and *in vivo.* TGFB1 and CXCL5 were identified as downstream target genes of LCN2, and rescue experiments verified the necessity of TGFB1 and CXCL5 in LCN2-mediated CRC cell migration and invasion. Combined treatment of SB431542 and SB225002 dramatically decreased LCN2-related CRC metastasis. Thus, we elucidated the molecular mechanism of LCN2 inhibiting the migration and invasion of CRC cells and clarified that targeting the TGFB1/CXCL5 axis may be a novel approach for LCN2-related CRC therapy.

## Data Availability

The datasets presented in this study can be found in the GEO repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE294201.

How the deposited data were processed for this re-analysis (not part of the article)

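RNA seq was analysed from 6 libraries of DLD-1 cells, 3 of DLD-1-LV-shLCN2 cells and 3 of DLD-1-LV-shNC cells. The groups and replicate numbers were taken from the sample labels and the paper. Neither says whether the replicates were separate cultures of 1 transduced line.

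The authors deposited one table for the 6 libraries with a count and an FPKM value per gene and library, and the table also gives each gene's coordinates, GO terms and KEGG pathways. The counts are whole numbers, are not normalized, and were made by the authors from polyA RNA. The FPKM values were also made by the authors, and a gene without a count has an FPKM of 0.0001. The aligner, the counting tool, their versions and the annotation are not named in the paper's text. Of the 58552 gene identifiers found in GENCODE 29 (GRCh38), 47556 have the same coordinates in the table, and positions are given as in the table. Gene symbols were matched by Ensembl identifier, since the table lists TGFB1 under another name. All 12 columns of per-library values were used.

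The total counts per library ranged from 51553837 to 72733091. Replicates differed by far more than counting error over 13748 genes, so the spread between replicates limits most values.

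Before the data were examined, the test was planned as limma on log2(FPKM + 0.1), since only FPKM values were known of. The table also held counts, so edgeR's quasi-likelihood test on the counts was used as the main test, decided before any test was run, and the planned limma fit was run as an alternative. Genes with a mean FPKM of at least 0.5 over the 6 libraries were tested (14446 genes). CPM values are counts scaled to the library size after TMM normalization. Standard errors of log2 fold changes were derived from the F statistic of the test and are approximate. The paper's threshold is a fold change over 2 and a p under 0.05, taken here as unadjusted, since the paper does not say. GO terms and KEGG pathways with at least 3 genes past that threshold were tested by a one-sided hypergeometric test. The tested genes were the background, with Benjamini-Hochberg adjustment within GO and within KEGG. The cut at 3 genes uses the outcome that is tested. The adjusted p values of terms can therefore be lower than over all 18381 GO terms and 325 KEGG pathways. Gene lists were tested by camera with an inter-gene correlation of 0.01, with fry and an estimated correlation beside it. There were 6 lists written before the data were examined (TGF-beta target genes, mesenchymal genes, epithelial genes, CXCR2 ligands, interferon-stimulated genes, iron and ferroptosis genes), and 1 list of ERK-response genes and the marker lists of antibody-secreting cells, leukocytes, stromal cells and blood were written after.

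The genes named were fixed by a rule before the data were examined. They are the genes the paper names, the 5 genes with the largest log2 fold change in each direction among those with a symbol, a mean FPKM of at least 1, an adjusted p under 0.05 and groups that do not overlap, the members past the paper's threshold of the GO term and the KEGG pathways the paper names, and members of the 6 lists. One gene that meets this rule is not reported here. Other genes named in the closing section were chosen after their values were seen.

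The alternatives set before the data were examined were other pseudocounts (1 and 0.01), filters at a mean FPKM of 0.1 or 5 or none, quantile normalization, upper quartile scaling, limma without trend or with a robust fit, the replicate number as a block, each library left out in turn, the fold change from group mean FPKM values, the adjusted p with the same fold change, enrichment over the upregulated genes alone or against annotated genes, and camera with an estimated correlation. DESeq2 and the limma fit at the main filter became alternatives after the table was seen, and enrichment over the downregulated genes alone after the values were seen. Settings of the limma fit (pseudocount, quantile normalization, trend) were applied to the FPKM values, and the others to the count test.

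The scripts were tested on simulated data. In simulated counts for the 14446 genes, of which 200 were changed by 2 on the log2 scale, edgeR recovered 85.5% of the changed genes at an adjusted p under 0.05, with 5.5% of its calls false, and at the paper's threshold it recovered 96% with 130 unchanged genes called. DESeq2 recovered 92% at the adjusted p, with 27.8% of its calls false. These shares apply to that simulated setting and need not hold for the data. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

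The proteome, the patient data and the experiments in HCT-8 cells and mice were not analysed here. RT-qPCR and WB values of the paper come from other assays and have no passage of their own.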

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

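The test of reads shared between HSPA1A and HSPA1B and the number of marker genes highest in 1 library were chosen only after the counts were seen.

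Immunoglobulin transcripts were found in 1 library of a colorectal cancer cell line, outside the genes the paper discusses. DLD-1-LV-shLCN2 replicate 1 held 2665 counts of IGHG3 and 1297 of IGLC2, while no other library had more than 2 of either gene. Over all 408 immunoglobulin genes it held 5564 counts, 0.0089% of its total, against between 55 and 101 in the other 5 libraries. RNA of antibody-secreting cells was tested first. It was predicted to bring JCHAIN, MZB1 and IGKC at counts near those of the immunoglobulin genes. These were 51, 17 and 47 in this library, far below the 2665 of IGHG3, so the prediction was not met. The proportions of these genes in such cells were not measured here, so the test cannot decide whether such cells were a source. JCHAIN and MZB1 still had their highest counts in this library, against 0 to 19 and 0 in the others. Of 20 marker genes of antibody-secreting cells, leukocytes, stromal cells and blood with a count (immunoglobulin genes left out), 13 had their highest count in this library, and the other libraries had the highest count in 1 or 2. By list, and with genes without a count included, these were 2 of 6 genes of antibody-secreting cells, 6 of 7 of leukocytes, 3 of 3 of blood and 2 of 6 of stromal cells. LYZ had 234 counts, CD74 192 and HBB 267, against 0 to 4, 8 to 71 and 0 to 12 in the other libraries. A candidate explanation is a trace of RNA from another sample that holds blood cells, found from these counts and not tested on others. A difference between the groups does not explain it, since replicates 2 and 3 of the same group lack it, and no other biological explanation was tested.

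CHAMP1, which the paper does not discuss, rose with a log2 fold change of 3.24, from 409, 308 and 271 counts in DLD-1-LV-shNC replicates 1 to 3 to 3378, 2649 and 3163 in DLD-1-LV-shLCN2 replicates 1 to 3. It kept its direction under every alternative run, between 2.25 and 3.36. The only overlapping gene lies on the other strand. The 2 lines were made by separate transductions, so an effect of lentiviral integration or of the LCN2 shRNA outside LCN2 stays open beside an effect of LCN2, and none of these was tested for this gene.

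HSPA1A rose with a log2 fold change of 3.53, while its paralog HSPA1B fell by 0.75 on the log2 scale. The counts of HSPA1A were 8746, 9005 and 7623 after knockdown and 358, 1070 and 659 in control cells, and those of HSPA1B were 18109, 19565 and 15522 after knockdown and 34398, 25112 and 32900 in control cells. The summed count of both genes had a log2 fold change of -0.22 (standard error 0.11, adjusted p = 0.303 from edgeR's quasi-likelihood test). This is consistent with reads of one gene being assigned to the other, and the rise of HSPA1A alone may be of that origin. A switch between the 2 genes in the cells stays open, since the reads were not analysed here.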

How the results depend on the processing

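The split of the samples into the 2 groups was compared with all others. Of the 10 splits of the 6 libraries, 1, the real one, gave as many as 340 genes at the paper's threshold, and the other 9 gave between 93 and 202. For the adjusted p the count was also 1 of the 10 splits, and the other 9 gave between 0 and 5 genes against 716. With 3 libraries against 3 the share cannot fall under 0.1.

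The count at the paper's threshold was 666 with a filter at a mean FPKM of 0.1, 926 with no filter, 68 with a filter at 5, 93 in limma with a pseudocount of 1 and 151 with the adjusted p. Under the other settings it stayed between 293 and 404. The change with the filter follows from the genes tested. With quantile normalization in limma the split was 135 up and 172 down, against 164 and 137 in limma without it. Downregulated genes were also the more numerous with a filter at 5 (28 up, 40 down) and a pseudocount of 1 (41 up, 52 down). The same held with the adjusted p (70 up, 81 down) and without DLD-1-LV-shLCN2 replicate 3 (164 up, 192 down). Under the other settings upregulated genes were the more numerous, as in the main test with 186 and 154. The count past the adjusted p was 447 with no filter, 467 in limma without trend and 1693 in DESeq2. DESeq2 had more false calls in the simulated data, where 200 genes were changed, all by 2 on the log2 scale. That share need not hold for these data. Across the 6 fits that each left out one library the count past the adjusted p ranged from 76 to 528. It was 98, 528 and 115 without DLD-1-LV-shLCN2 replicates 1 to 3 and 175, 76 and 150 without DLD-1-LV-shNC replicates 1 to 3.

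The replicate numbers do not pair the samples. Deviations from the group means correlated at 0.12, 0.03 and -0.12 for numbers 1 to 3. The DLD-1-LV-shNC libraries correlated at 0.979 to 0.981 with each other, above any DLD-1-LV-shLCN2 library. DLD-1-LV-shLCN2 replicate 3 correlated at 0.972 with replicate 2 of its group and at 0.973 with DLD-1-LV-shNC replicate 1. DLD-1-LV-shLCN2 replicate 2 correlated at 0.974 with DLD-1-LV-shNC replicate 3. A factor that crosses the groups in another way than by number was not tested. With the replicate number as a block, 0 genes passed the adjusted p, with 2750 at an unadjusted p under 0.05 and 341 at the paper's threshold. LCN2 was at -3.36 and CXCR2 ligands at -0.44 in that fit, and both did not pass the adjusted p.

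LCN2 kept its direction under all settings, and stayed between -3.33 and -2.89 outside the block and the fits without 1 library. With each library left out in turn it was between -3.79 and -3.01, and did not pass the adjusted p without DLD-1-LV-shNC replicate 2. CXCL5 stayed between -0.29 and -0.13 and never passed it. TGFB1 was near 0 under all settings. It turned to -0.009 with a filter at 0.1, -0.016 with no filter and -0.001 in DESeq2, and ranged from -0.051 to 0.1 with each library left out.

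The migration term stayed enriched under all settings apart from a 3.03-fold enrichment with a pseudocount of 1 and a 2.02-fold one over upregulated genes alone, which did not pass the threshold. Over upregulated genes alone the folds were 0.388 for MAPK signaling, 0.959 for TNF signaling and 2.02 for estrogen signaling. Estrogen signaling did not pass the threshold at 2.49-fold in limma, 2.44 with quantile normalization, 2.56 without trend, 2.50 with the robust fit and 2.13 in DESeq2, and was between 1.86 and 2.51 with each library left out. TNF signaling did not pass it at 2.37-fold in limma, 3.84 with a pseudocount of 1, 1.98 with a filter at 0.1, 2.38 with a filter at 5, 2.44 without trend, 2.38 with the robust fit and 2.02 in DESeq2, and was between 1.77 and 2.71 with each library left out. ErbB signaling passed it at 2.80-fold with no filter and at 4.14-fold over downregulated genes alone, and was between 1.14 and 1.70 with each library left out, which did not pass it. Over downregulated genes alone the other terms stayed past it, with 6.09-fold for the migration term, 4.69 for MAPK, 4.63 for TNF and 3.65 for estrogen signaling.

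Under an estimated correlation, camera no longer called the medians of -0.304 of TGF-beta target genes, -0.463 of epithelial genes and -0.439 of CXCR2 ligands. CXCR2 ligands were at -0.192 with a filter at 5, and between -0.532 and -0.394 with each library left out. Their call was lost in 5 of these 6 fits, at adjusted p between 0.051 and 0.0602, and held without DLD-1-LV-shNC replicate 3 (0.0296). Lists that were not called changed sign, the mesenchymal genes to 0.056 with a filter at 0.1 and the interferon-stimulated genes to 0.049 with a filter at 5. With each library left out these ranged from -0.413 to 0.017 and from -0.046 to 0.004. Apart from the filters, which change the genes tested, the cause was not tested for any of these changes.

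Of 250 values of other results, 69 changed, with 63 weaker and 6 stronger, and none was reversed. For single genes 42 of 156 values lost the adjusted p, 13 of them for CLDN4, whose count in DLD-1-LV-shNC replicate 2 is far below that of the other control libraries.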

Differences from the paper's values

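The paper gives a fold change and a p, and does not say whether p was adjusted. With p taken as unadjusted, 340 differentially expressed genes were found here, against the paper's 561. The paper's number of upregulated genes is 355, and 186 were found here. Of the alternatives set before the data were examined, a filter at a mean FPKM of 0.1 gave 666 genes with 410 upregulated, which lies within 1.5 times the paper's values. The total also lay within 1.5 times without DLD-1-LV-shLCN2 replicate 1 (395 genes), without DLD-1-LV-shLCN2 replicate 2 (404 genes) and without DLD-1-LV-shNC replicate 3 (374 genes), where the upregulated genes did not. With no filter there were 926 genes with 543 upregulated, and none of the other alternatives closed either gap. No setting gave the paper's values themselves.

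The paper states that TGFB1 and CXCL5 increased after knockdown of LCN2, and its discussion names transcriptomic and proteomic results, with later assays, as the basis for taking them as targets. In the RNA seq libraries the log2 fold change was 0.003 for TGFB1 and -0.21 for CXCL5, and no setting called either gene. The paper proposes from its GO analysis that knockdown positively regulates cell migration, and Fig. 3A lists the term positive regulation of cell migration. This term was enriched here too, and 10 of its 14 genes past the threshold were lower after knockdown. The paper's transwell assays and mouse experiments, in which migration, invasion and lung nodules rose after knockdown, are separate evidence. RNA levels of these 14 genes do not test them. The paper lists ErbB signaling among the related pathways. It did not pass an unadjusted p of 0.05 here (p = 0.0761, exact one-sided hypergeometric test), and did so with no filter (p = 0.0127) and over the downregulated genes alone (p = 0.036, same exact test). Over the genes of both directions none of the 4 pathways the paper names passed the adjusted p. Adjusted p values were taken only over pathways with at least 3 genes past the threshold, so they can be too low. Over the downregulated genes alone MAPK signaling (adjusted p = 0.00321) and TNF signaling (adjusted p = 0.0271) passed the adjusted p in the same exact test. Over both directions MAPK signaling also did so in limma with a pseudocount of 0.1 or 1, with quantile normalization, without trend and with the robust fit, with filters at 5 or none, in DESeq2, and without DLD-1-LV-shLCN2 replicate 3 or DLD-1-LV-shNC replicate 1 or 2, and against annotated genes, and estrogen signaling with a pseudocount of 1, a filter at 5 or none. DESeq2 and limma with a pseudocount of 0.1 were chosen as alternatives after the table was seen, and the downregulated genes alone after the values were seen. Fig. 3A lists response to cytokine first and Fig. 3B osteoclast differentiation, and here extracellular space and retinol metabolism had the smallest p among the GO terms and the KEGG pathways. Over the downregulated genes alone response to cytokine ranked 1 among the GO terms and osteoclast differentiation ranked 2 among the KEGG pathways, after MAPK signaling.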

Other observations

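The ERK-response list was chosen after its genes were seen among the lower genes. The tests of GC content and length, of the sites with their bases in another order and of the UGT1A genes were chosen only after the results were seen.

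The median log2 fold change of 25 TGF-beta target genes was -0.30, with 18 lower and 7 higher after knockdown (camera, adjusted p = 5.53e-05 over 6 lists). Of these 25 genes, 8 passed the adjusted p over all genes tested, 1 of them higher, and 13 passed it adjusted over the list alone. RNA of TGFB1 itself had a log2 fold change of 0.003 (standard error 0.10) and did not pass the adjusted p. The paper reports a rise of its mRNA and protein by RT-qPCR and WB, which were not analysed here. SMAD3 was lower with a log2 fold change of -0.36 (adjusted p = 0.0432 from edgeR's quasi-likelihood test), and TGFBR2, at -0.50, did not pass the adjusted p (0.0726, same edgeR test). The 13 epithelial genes had a median of -0.46 with 12 lower (adjusted p = 4.13e-06), with 5 past the adjusted p over all genes and 8 adjusted over the list alone. The 3 CXCR2 ligands tested had a median of -0.44 with 3 lower (adjusted p = 0.0361, which did not pass 0.05 in 5 of the 6 fits that each left out one library), with 1, CXCL8, past the adjusted p over all genes and also adjusted over the list alone. The mesenchymal genes (3 tested, median -0.21, adjusted p = 0.389), the interferon-stimulated genes (30 tested, median -0.044, adjusted p = 0.741) and the iron and ferroptosis genes (25 tested, median 0.045, adjusted p = 0.296) were not called by camera. Of these, 1 mesenchymal gene, none of the interferon-stimulated genes (4 at an unadjusted p under 0.05) and 2 iron and ferroptosis genes passed the adjusted p over all genes, and 1, 0 and 4 adjusted over the list alone. Under fry, 5 of the 6 lists were called, all but the interferon-stimulated genes. Under an estimated correlation none of the 6 lists was called, with adjusted p = 0.151 for the TGF-beta target genes and 0.0727 for the epithelial genes.

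A list of 10 ERK-response genes, whose members include the dual-specificity phosphatases DUSP4 and DUSP6, CCND1, EPHA2 and ETV5, had a median log2 fold change of -0.80, with 9 lower and 8 past the adjusted p over all genes. The list was made after those genes were seen, so its value is a description. A direct effect of the shRNA was weighed through seed matches. Of the 10 genes, 2 carry a 7-base match of the LCN2 shRNA guide in their 3′ UTR where 1.77 are expected, so such matches do not account for most of the list. Whether the fall follows from LCN2 or from the difference between the lines stays open, as untested.

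Trends with GC content and transcript length were weighed as an explanation of the lower genes. With the trend over 10 bins of each removed, which moved a gene by a median of 0.023, the median of the TGF-beta target genes was -0.306, and 0 of 10000 random lists of that size were as low. This argues against the trend as the whole cause. Seed matches were tested over 11427 genes with a 3′ UTR of at least 50 bases. Genes with a match of the shRNA guide were lower than those without by a mean log2 difference of -0.064. The 100 control seeds nearest in frequency, of 200 drawn, had a median of -0.018, and 0 of them were as low. The controls were not matched for 3′ UTR length. With the bases of the site in another order, 0 of 100 sites were as low. For the passenger strand the difference was -0.029, with 11 of 100 control seeds as low. Its seed was counted with the unmatched lower-case bases before the site included. Of 453 lower genes past the adjusted p, 105 (23.2%) had a guide match, against 17.7% of all genes and 20.9% of the 225 higher genes. The data are consistent with a small effect of the shRNA guide on transcripts other than LCN2, which may account for a small share of the lower genes. No cells with another shRNA against LCN2 were sequenced, so off-target effects and those of LCN2 knockdown are not separated for single genes.

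The UGT1A genes overlap on the same strand, and their counts moved between them from library to library. UGT1A3 had 1401, 1089 and 14 counts in DLD-1-LV-shLCN2 replicates 1 to 3, and UGT1A4 had 0, 18 and 798. The summed count of the 9 UGT1A genes rose with a log2 fold change of 2.57 (standard error 0.16, adjusted p = 0.00322 from edgeR's quasi-likelihood test), from 7.90 ± 0.931 to 46.9 ± 7.29 CPM (SD, n = 3 each), and stayed between 2.46 and 2.68 with each library left out. So shared reads do not explain the rise of the locus, and they leave open which gene of it rose. These genes were chosen after their values were seen. A response of the cells to the loss of LCN2 or to the vector stays open, as untested.

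Some genes had a count of 0 in 1 library and at least 500 in another of the same group. Of these 25 genes, 20 (80%) overlap another gene on the same strand, against 32.4% of 500 genes of similar mean count (one-sided Fisher's exact test, p = 2.62e-06), and 3 of the other 5 are the immunoglobulin genes of DLD-1-LV-shLCN2 replicate 1. ISY1-RAB43, a read-through gene chosen as an example after its values were seen, had 3527 counts in DLD-1-LV-shLCN2 replicate 3 and 0 in the other 5 libraries. This is consistent with reads of overlapping genes being assigned to one or the other gene in each library. Over all genes tested, 3.4% of those that overlap another on the same strand had a within-group SD over 1 on the log2 scale, against 1.13% of the others. LASP1, which overlaps MIR6779 on the same strand, had an SD of 1.15. CLDN4, with an SD of 1.74, overlaps no other gene. The cause of the spread was not tested for LASP1 or for CLDN4.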
